A study of Mus musculus with 4 samples. Its data were reported in "KDM2B regulates hippocampal morphogenesis by transcriptionally silencing Wnt signaling in neural progenitors" (2023).

How the data were processed

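ATAC-seq (assay for transposase-accessible chromatin with sequencing) marks open chromatin by the sites where Tn5 transposase inserts sequencing adapters. Nuclei came from hippocampi dissected at postnatal day 0 (P0) from 2 cKO and 2 Ctrl samples. In cKO mice, Emx1-Cre, which acts in the dorsal telencephalon, removes the exon that encodes the CxxC zinc finger of KDM2B, a domain that binds CpG islands (CGIs). The source field of the labels names neural progenitor cells instead, and the text follows the titles and the protocol, which name hippocampus. Groups and replicate numbers were taken from the sample titles. The labels allow Ctrl animals with either 1 or both Kdm2b alleles floxed and do not say which library is which. No label gives the sex, litter or batch of a sample.

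Per the study's methods, the authors trimmed the paired reads with Cutadapt, aligned them to mm10 with Bowtie2, removed ENCODE blacklist regions, mitochondrial reads and PCR duplicates, shifted the alignments for the Tn5 offset with alignmentSieve and called peaks with MACS2 on paired fragments. Trimming left short reads, which may place less reliably in repeats. The removal of blacklist regions and duplicates may lower the depth that peaks rest on. Neither effect was measured here. The authors called peaks in each library on its own, without a control library and without pooling, so 1 list was deposited per library and each list has its own threshold in fragments.

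Each deposited list gives the position of a peak, a score, a fold enrichment at the summit, −log10 of a p-value, −log10 of a q-value and the offset of the summit. The score in the deposited lists is MACS2's display value and was not used. The fold enrichment was made by the authors' run of MACS2 as a ratio of fragment depth to local background. The −log10 p-values and −log10 q-values are likewise the authors' own, from a Poisson test against that background. The lowest deposited −log10 q-value was 1.31. Folds and p-values were not compared between lists, since lists called separately do not share a scale. They served to describe, rank or filter peaks within a list and to recover fragment depths, and comparisons of peak depth between libraries rest on the scaled depth defined below.

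All positions are in mm10 (GRCm38), 1-based. The GRCm38 sequence and the basic set of GENCODE M21 gave 55413 genes, 21938 of them protein-coding, with 77221 TSSs. No peak ran past the end of a chromosome of that build. A promoter was the 2 kb on either side of a TSS, as in the study, and a peak belonged to a promoter when its summit lay there. CGIs were computed from the sequence with repeat-masked bases left out (at least 200 bp, GC at least 50%, observed over expected CpG at least 0.6), which gave 16137 islands, and they differ in number from the UCSC set that the study used. A stricter set (at least 500 bp, GC at least 55%, ratio at least 0.65) held 8678. A gene was a CGI gene when an island overlapped one of its promoters.

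The fragment depth behind each peak was recovered from its fold and p-value, because MACS2 adds 1 to both depths in the fold and takes p from a Poisson distribution. A whole number of fragments fitted the −log10 p-value within 0.01 for 99.986% of the peaks in Ctrl replicate 2, the lowest share of the 4 lists. The lowest background in a list was taken as the mean depth of the genome, and the shortest peak as the mean fragment length, which is MACS2's default minimum. These 2 values and MACS2's genome size for mouse gave the number of fragments used. The estimate rests on that default and was not checked against reads, which were not analysed here. Scaled depth is the fragment depth at a summit divided by the mean depth of the genome in that library.

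Lists of different length were compared after each was cut to its 7037 strongest peaks by −log10 p, the number in the smallest list (equal-size lists). Regions were merged over lists wherever peaks overlapped by at least 1 bp, and the Jaccard index was the number of bp shared by a pair of lists over the bp covered by either. For each protein-coding gene, the promoter percentile was the share of protein-coding genes whose strongest promoter peak was weaker in the same library, and it was 0 for a gene with no promoter peak. Gene lists were set beside 10000 random lists, each gene being replaced by one of the 200 genes on either side of it in mean percentile. A peak was called repeat-masked when at least 50% of its bases are soft-masked in the reference. The strongest 100 peaks of each list were aligned to the mitochondrial genome with blastn 2.17.0, at an identity of at least 80%.

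Groups were compared as the difference of means (cKO minus Ctrl) with an exact two-sided permutation test over the 6 assignments of 4 libraries, which cannot give a p below 0.333. 8 results were tested in this way, and p-values were adjusted by Benjamini-Hochberg over the 8. Counts of regions and genes have no such test and were set beside the other ways to pair the libraries. Intervals on shares are 95% Wilson intervals and cover counting error only. The genes named are Kdm2b, 10 genes that the study calls more active in cKO, 4 promoters used in most cells, 4 genes of other tissues, and the 3 genes with the largest rise and the 3 with the largest fall in percentile among genes whose cKO values lay all above or all below the Ctrl values. The regions named are the 3 of each pattern with the best worst rank. The design, these rules and most alternatives were fixed before the data were examined. The alternatives were a stricter q-value or fold, all deposited peaks against equal-size lists, a shorter equal-size list, ranking by fold, promoters of 1 kb on either side, any overlap with a promoter, TSSs of protein-coding genes alone, stricter islands, reciprocal overlap, autosomes alone, a replicate block and each library left out in turn. Lists without repeat-masked peaks, mid-ranks for genes with no peak, and the peak sharing with each library left out were added later.

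The steps were tested on simulated data. For the depth of peaks, 99.8% of 5000 simulated peaks gave back their depth and background. For genes ranked higher in both cKO libraries, 100% of 200 changed genes among 12728 were recovered, with 15.3% of the unchanged genes in the same order against 16.7% by chance. For lists of 63 genes drawn at random with no change, the percentile among matched lists averaged 50.8. In these checks of genes and gene lists, every library was simulated from the promoter peaks of Ctrl replicate 1 with random noise. Each of the 12728 genes thus had a peak in every simulated library. The checks therefore did not cover peaks absent from a library or lists of unequal length, which the data have. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9.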

Results

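Chromatin accessibility was profiled by ATAC-seq in P0 hippocampi of 2 cKO and 2 Ctrl samples, and each library contributed 1 list of peaks, 119365 peaks in all. The lists held 46389 peaks in Ctrl replicate 1, 7037 in Ctrl replicate 2, 21404 in cKO replicate 1 and 44535 in cKO replicate 2. The depth recovered from the lists was 14.6 M fragments (M, mega) in Ctrl replicate 1, 29.6 M in Ctrl replicate 2, 19.4 M in cKO replicate 1 and 17.1 M in cKO replicate 2. The library with the most fragments therefore had the fewest peaks. The median peak rested on 18 fragments at its summit in Ctrl replicate 1 and cKO replicate 1, and on 20 in the other 2 libraries. Median peak width was 449 bp in Ctrl replicate 1, 566 bp in Ctrl replicate 2, 413 bp in cKO replicate 1 and 445 bp in cKO replicate 2.

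The lists also differed in what their peaks covered. In Ctrl replicate 2, 60.6% of peaks were repeat-masked (95% Wilson interval 59.4 to 61.7%). The share was 5.37% in Ctrl replicate 1 (5.17 to 5.58%), 14.7% in cKO replicate 1 (14.3 to 15.2%) and 7.25% in cKO replicate 2 (7.02 to 7.50%). The 2 Ctrl libraries thus lay further apart than the 2 cKO libraries in both peak number and repeat content.

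**Figure D1:**
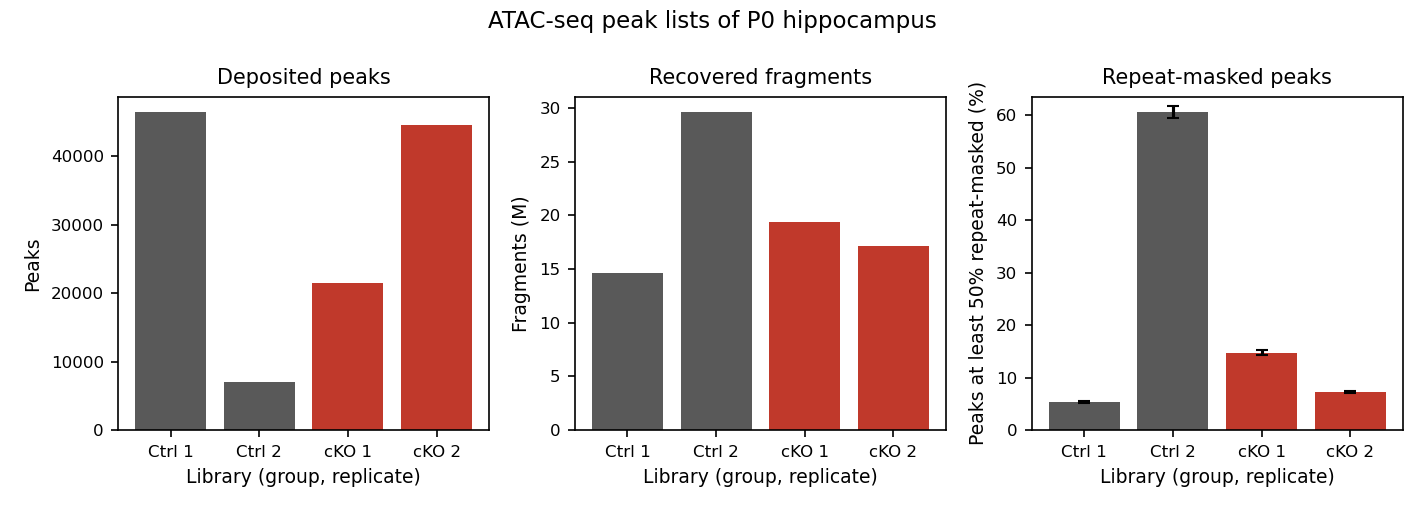
Bars show, for each library, the number of deposited peaks, the recovered fragments (M) and the share of peaks (%) that are at least 50% repeat-masked, with 95% Wilson intervals on the share (Ctrl grey, cKO red). Ctrl replicate 2 had 29.6 M fragments, 7037 peaks and 60.6% repeat-masked peaks.

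Kdm2b, the targeted gene (chromosome 5, 122870665 to 122989823, minus strand), was examined first. Exon 13 of transcript Kdm2b-202 (122888530 to 122888754, 225 bp) overlapped 0 peaks in each of the 4 lists, so the lists do not test the deletion. A promoter peak of Kdm2b lay 103 bp from an annotated TSS in Ctrl replicate 1, 77 bp in cKO replicate 1 and 95 bp in cKO replicate 2, and Ctrl replicate 2 had none. Its promoter percentile was 68.5 in Ctrl replicate 1, 74.9 in cKO replicate 1 and 70.7 in cKO replicate 2. Among promoters used in most cells, Actb and Polr2a had a peak in all 4 libraries, whereas Gapdh and Eef1a1 had one in 3 libraries and none in Ctrl replicate 2. Alb, Ins2, Myh6 and Krt5, genes of other tissues, had no promoter peak in any of the 4 lists.

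The study asked whether chromatin became more accessible in cKO. Its evidence was averaged ATAC-seq signal and browser views of single loci. The number of peaks and the length they cover, compared here, are different measures. The cKO libraries had 32970 ± 16356 peaks (mean ± SD, n = 2) and the Ctrl libraries 26713 ± 27826 (n = 2), a difference of 6256.5 that was smaller than the spread within either group (exact permutation test, two-sided, p = 1). Without Ctrl replicate 2 the difference was −13419.5, and without cKO replicate 2 it was −5309. Peaks covered 17.9 ± 8.53 Mb in cKO and 15.7 ± 13.2 Mb in Ctrl (n = 2 each, exact permutation p = 1). Leaving out Ctrl replicate 2 gave −7.11 Mb and leaving out cKO replicate 2 gave −3.84 Mb. Of the alternatives that kept all 4 libraries, equal-size lists moved the covered length most, to a difference of −0.559 Mb with both cKO libraries below both Ctrl libraries (exact permutation p = 0.333, the smallest this design allows). With 2 libraries per group no comparison here can reach 0.05, and the lowest Benjamini-Hochberg adjusted p over the 8 tests was 1.

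KDM2B is directed to CGIs by its CxxC domain, so promoters and CGIs were compared next. In equal-size lists, 73.1% of peaks lay at promoters in Ctrl replicate 1 (95% Wilson interval 72.0 to 74.1%) and 25.4% in Ctrl replicate 2 (24.4 to 26.4%), against 58.9% in cKO replicate 1 (57.8 to 60.1%) and 64.8% in cKO replicate 2 (63.7 to 66.0%). Both cKO values lay between the 2 Ctrl values. The group means were 61.9 ± 4.17% in cKO and 49.2 ± 33.7% in Ctrl (n = 2 each, exact permutation p = 1). With all deposited peaks the difference was 8.81 percentage points, with both cKO libraries above both Ctrl libraries (exact permutation p = 0.333), although cKO replicate 2 and Ctrl replicate 1 differed little (32.9% and 32.8%). CGIs overlapped 56.8 ± 4.26% of equal-size peaks in cKO and 43.9 ± 33.9% in Ctrl (n = 2 each, exact permutation p = 1). With all deposited peaks the CGI difference was 7.77 percentage points, again with the groups separated (exact permutation p = 0.333) and with little between cKO replicate 2 and Ctrl replicate 1 (24.6% and 24.4%). In equal-size lists without Ctrl replicate 2, the difference was −11.2 percentage points for promoters and −11.0 for CGIs. With all deposited peaks it did not reverse, since both cKO libraries lay above Ctrl replicate 1. There cKO replicate 1 had 42.9% of peaks at promoters and 35.3% at CGIs. Its list was shorter, with 21404 peaks against 46389 in Ctrl replicate 1. A longer list adds weaker peaks, and within Ctrl replicate 1 the promoter share was 73.1% in the equal-size list and 32.8% in the deposited one. The kept direction therefore cannot be separated from list length.

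Counted by gene, 17335 genes had a promoter peak in Ctrl replicate 1, 2526 in Ctrl replicate 2, 11521 in cKO replicate 1 and 16626 in cKO replicate 2. The means were 14074 ± 3610 in cKO and 9931 ± 10472 in Ctrl (n = 2 each, exact permutation p = 1). Of 16150 CGI genes, 83.9% had a promoter peak in Ctrl replicate 1, 13.0% in Ctrl replicate 2, 60.9% in cKO replicate 1 and 81.7% in cKO replicate 2. Of the 39263 other genes, the shares were 9.64%, 1.08%, 4.28% and 8.76% in the same order. The CGI genes averaged 71.3 ± 14.7% in cKO and 48.5 ± 50.1% in Ctrl (n = 2 each, exact permutation p = 1). Ctrl replicate 1 was the highest of the 4 libraries in each of these counts, and without Ctrl replicate 2 the differences were −3261.5 genes and −12.6 percentage points.

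Sharing of peaks did not follow genotype. In equal-size lists the Jaccard index was 0.469 between the 2 cKO libraries and 0.0860 between the 2 Ctrl libraries. Across genotypes it was 0.607 for Ctrl replicate 1 with cKO replicate 2, 0.419 for Ctrl replicate 1 with cKO replicate 1, 0.249 for Ctrl replicate 2 with cKO replicate 1 and 0.109 for Ctrl replicate 2 with cKO replicate 2. Pairs of one genotype shared less on average than pairs of different genotypes, by −0.0687. The same statistic was −0.0890 when libraries were paired by replicate number and 0.158 when Ctrl replicate 1 was paired with cKO replicate 2. Genotype thus ranked second of the 3 possible splits. Without Ctrl replicate 1 the value for genotype was 0.290, and it stayed below 0 when any other single library was left out.

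**Figure D2:**
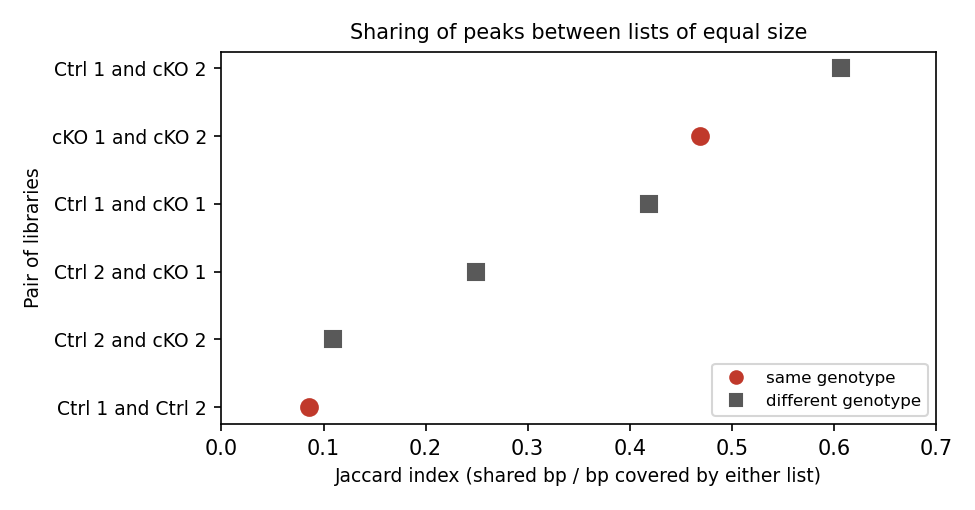
Each point is the Jaccard index of a pair of libraries (bp shared over bp covered by either list) in equal-size lists, with pairs of one genotype as circles and pairs of different genotypes as squares. The highest value, 0.607, joins Ctrl replicate 1 and cKO replicate 2, and the lowest, 0.0860, joins the 2 Ctrl libraries.

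The equal-size lists merged into 14178 regions, of which 462 were held by both cKO lists and neither Ctrl list and 18 by both Ctrl lists and neither cKO list. The pairs that mix genotypes held 913 (Ctrl replicate 1 and cKO replicate 2), 599 (Ctrl replicate 2 and cKO replicate 1), 356 (Ctrl replicate 1 and cKO replicate 1) and 10 regions (Ctrl replicate 2 and cKO replicate 2), so the count for cKO lay within the range of mixed pairs. The difference of 444 regions was −332 without Ctrl replicate 2 and −978 without Ctrl replicate 1, but a group cut to 1 library counts every region that this library alone holds, so these signs follow the group that was cut. In the deposited lists, 406 of 58652 regions were held by both cKO lists alone and 179 by both Ctrl lists alone, against 15899 held by Ctrl replicate 1 and cKO replicate 2 alone.

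The best-ranked region of the cKO pattern was 200 bp wide (chromosome 6, 9889950 to 9890149), lay 282805 bp from the nearest TSS (Gm5110) and ranked 39 in cKO replicate 1 and 35 in cKO replicate 2. It had no peak in either deposited Ctrl list, and its sequence aligned over its whole length to the mitochondrial genome at 99% identity. The next regions, in Drd3 (chromosome 16, 43814664 to 43815173) and in an intergenic stretch (chromosome 5, 77805954 to 77806932), also had a peak in the deposited list of Ctrl replicate 1. The 3 best regions of the Ctrl pattern, at Cdkl4 (chromosome 17, 80553356 to 80554140), Agbl5 (chromosome 5, 30887728 to 30889141) and Hist1h2ad (chromosome 13, 23573971 to 23574749), had a peak in all 4 deposited lists. Outside the region on chromosome 6, each named region thus had a peak in the deposited lists of both genotypes.

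For the 10 genes that the study calls more active in cKO, the question was whether their promoters rank higher in cKO. A promoter peak was present for 7 genes in Ctrl replicate 1, 0 in Ctrl replicate 2, 4 in cKO replicate 1 and 7 in cKO replicate 2. Wnt3, Wnt6 and Wnt10a had none in any list. The mean promoter percentile was 36.3 ± 8.99 in cKO and 20.4 ± 28.9 in Ctrl (n = 2 each), a difference of 15.9 (exact permutation p = 0.667). That difference exceeded 88.9% of the matched random lists, whose median was 14.5. Without Ctrl replicate 2 the difference was −4.57, above 86.9% of the random lists, whose median was −6.42. The share exceeded was 56.1% without Ctrl replicate 1 and 94.3% without cKO replicate 2. The 56.1% says little, because no study gene had a peak in Ctrl replicate 2. The difference was then the cKO mean, which is part of the mean percentile that the random lists were matched on. With mid-ranks for genes without a peak the difference was 2.04, with both cKO libraries above both Ctrl libraries (exact permutation p = 0.333). Between cKO and Ctrl replicate 1, Neurod1 was at 77.1 and 68.6 against 61.8, Neurog2 at 66.5 and 68.8 against 55.8, and Wnt7b at 64.2 and 62.6 against 58.8. For Neurog2 these are different peaks, with the summit 1095 bp from the nearest TSS in Ctrl replicate 1 and 160 and 408 bp in cKO. The lowest percentile that a gene with a peak could have was 59.7 in cKO replicate 1, 44.1 in cKO replicate 2 and 42.0 in Ctrl replicate 1, which raises weak peaks in cKO replicate 1. Pax6 was at 91.3 and 81.5 against 87.3. Sfrp2, Lef1 and Eomes had a peak in cKO replicate 2 and Ctrl replicate 1 but not in cKO replicate 1. The strongest peaks of Sfrp2 differed, with summits 1957 bp from the nearest TSS in Ctrl replicate 1 and 51 bp in cKO replicate 2. With promoters of 1 kb the difference for Sfrp2 went from −0.328 to 1.79. Equal-size lists do not test Wnt7b, Neurod1 and Neurog2, since no library kept a promoter peak of these genes there (difference 0). Under a −log10 q of at least 5 the difference for Wnt7b fell from 34.0 to 1.90. Those for Neurod1 (42.0) and Neurog2 (39.7) were unchanged under that setting.

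**Figure D3:**
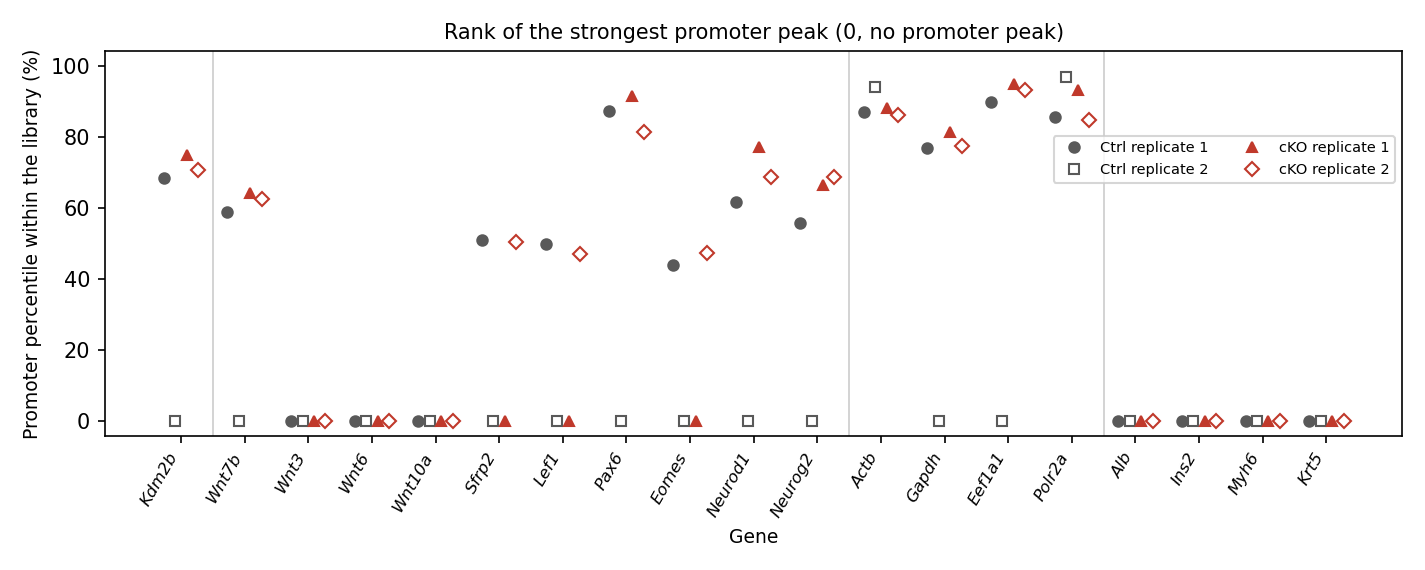
Points give the promoter percentile (%) of each named gene within each library, with 0 for no promoter peak (Ctrl grey, cKO red, replicate 1 filled and replicate 2 open). From left to right are Kdm2b, the 10 study genes, 4 promoters used in most cells and 4 genes of other tissues, and Ctrl replicate 2 has a value above 0 only for Actb (94.0) and Polr2a (96.8).

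A list of 63 Wnt pathway genes was treated in the same way. They were chosen beforehand by gene symbol among the protein-coding genes of the annotation. The list holds the Wnt, Fzd, Sfrp and Dkk families and other parts of the pathway, whether they activate or inhibit it. It includes Wnt7b, Wnt3, Wnt6, Wnt10a, Sfrp2 and Lef1, which are also study genes. A promoter peak was present for 40 genes in Ctrl replicate 1, 3 in Ctrl replicate 2, 22 in cKO replicate 1 and 33 in cKO replicate 2. The mean percentile was 30.3 ± 5.35 in cKO and 22.0 ± 24.7 in Ctrl (n = 2 each), a difference of 8.32 (exact permutation p = 1) that exceeded 12.7% of the matched random lists. That share was 53.6% without cKO replicate 2 and 8.47% without cKO replicate 1, so it depended on single libraries. It was 33.2% without Ctrl replicate 1, where the difference is mostly the cKO mean, on which the lists were partly matched. Without Ctrl replicate 2 the difference was −9.17. With mid-ranks for genes without a peak it was −2.37, with both cKO libraries below both Ctrl libraries (exact permutation p = 0.333). The mid-rank difference exceeded 7.11% of matched random lists. That share was 55.7% without cKO replicate 2, 24.7% without Ctrl replicate 2, 10.7% without Ctrl replicate 1 and 2.22% without cKO replicate 1. The mid-rank difference has the opposite direction to that of the study genes, although the 2 lists share genes.

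Of 13196 protein-coding genes with a promoter peak in at least 1 library, 2703 (20.5%) ranked higher in both cKO than in both Ctrl libraries. Fewer, 370 (2.80%), ranked lower. Chance without ties would give 16.7% each. That level does not apply to the falls, since a gene could rank lower only with a peak in Ctrl replicate 2. The split by replicate number gave 2530 and 411 genes, and the split of Ctrl replicate 1 and cKO replicate 2 against the others gave 5376 and 519. In every split the smaller count needed a peak in Ctrl replicate 2, so the sign of the net difference largely follows that library. The net difference of 2333 genes became −1687 without Ctrl replicate 2, a count that includes genes at which Ctrl replicate 1 alone had a peak. The lowest percentile that a gene with a peak could have was 91.7 in Ctrl replicate 2, above that of the other 3 libraries, so a gene with a peak in Ctrl replicate 2 ranked high there whatever its depth.

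The largest rises among genes with separated groups were at Pdzd7 (chromosome 19, 45026906 to 45045717), Nt5dc2 (chromosome 14, 31131053 to 31139124) and Gmnc, which had a promoter peak in both cKO lists and neither Ctrl list. For Pdzd7 (percentiles 78.8 and 78.9) the summits lay 1947 and 1960 bp from the TSS, near the limit of the promoter, and the difference of 78.9 was 37.3 when any overlap counted and 0 with promoters of 1 kb. For Nt5dc2 (60.9 and 84.9) the cKO values came from different peaks, with summits 250 and 1957 bp from the nearest TSS, and the difference of 72.9 was 42.5 under the stricter q-value, the stricter fold or equal-size lists and 40.5 when any overlap counted. For Gmnc (chromosome 16, 26913553 to 26991652, minus strand; percentiles 68.7 and 66.7) the summits lay 168 and 234 bp from a TSS, on 15 and 26 fragments, and the difference of 67.7 was kept with promoters of 1 kb (68.6) but was 0 in equal-size lists, where no library had the peak. The largest falls were at BB014433 (chromosome 8, 15041444 to 15046078), Cartpt (chromosome 13, 99898489 to 99901091) and Dtymk (chromosome 1, 93792576 to 93801934), where Ctrl replicate 2 had percentiles of 93.9, 94.2 and 93.2. The Ctrl values of BB014433 (summits 23 and 1078 bp from the nearest TSS) and of Dtymk (18 and 1955 bp) came from different peaks. The fall of Dtymk was −48.2, and −1.59 when any overlap counted. With promoters of 1 kb the difference was −31.4 for BB014433 and 0 for Cartpt. No test was made for single genes.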

Values the study reported

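In RNA-seq of P0 hippocampi, a different assay from the one analysed here, the study reported 886 genes activated and 575 genes repressed in cKO. For ATAC-seq it described more accessible chromatin in cKO hippocampi, with CGI promoters of Wnt7b, Wnt3, Sfrp2, Eomes and Neurod1 among the examples. Its text gives no number for this comparison. The description rests on signal averaged around TSSs with CGIs and on browser views, which are other measures than the peak lists used here. The study took promoters as the 2 kb on either side of a TSS.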

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

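The alternatives without repeat-masked peaks, the mid-ranks and the peak sharing with each library left out were chosen after the data were seen. In the 8 tested results no exact p fell below 0.333 under any alternative, which is the smallest the design allows and so says nothing about stability.

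With all 4 libraries kept and named genes set aside, 2 differences reversed. In equal-size lists the difference in covered length was −0.559 Mb, and with mid-ranks for genes without a peak the Wnt pathway difference was −2.37. In equal-size lists every library has the same number of peaks, so that only their widths differ. For the Wnt pathway, mid-ranks changed the score of genes without a peak. The list mean moved most in Ctrl replicate 2, from 4.51 to 48.2. It went from 39.5 to 47.2 in Ctrl replicate 1, from 26.5 to 46.0 in cKO replicate 1 and from 34.1 to 44.6 in cKO replicate 2. The positive difference thus rested on absent peaks set to 0, most of all in Ctrl replicate 2. The difference of 444 regions kept its direction and was 227 with all deposited peaks, 222 with lists of 3518 peaks and 143 without repeat-masked peaks. The net 2333 genes ranked higher in cKO fell to 750 in equal-size lists, where fewer genes have a peak. Not every alternative applies to every result. Named genes aside, the others that were run with all 4 libraries kept left the direction unchanged for the results they were run on. Equal-size lists nevertheless lowered the difference from 15.9 to 4.28 for the study genes and from 8.32 to 3.31 for the Wnt pathway. They also lowered it from 4143 to 1247.5 promoters with a peak and from 22.8 to 7.68 percentage points for CGI promoters. Among named genes, Sfrp2 went from −0.328 to 1.79 with promoters of 1 kb, and some differences fell to 0.

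Across the fits that each left out one replicate, the difference (cKO minus Ctrl) ranged from −13419.5 to 25932.5 peaks and from −7.11 to 11.5 Mb covered. In equal-size lists it ranged from −11.2 to 36.5 percentage points for the promoter share and from −11.0 to 36.9 for the CGI share. The difference ranged from −3261.5 to 11547.5 promoters with a peak and from −12.6 to 58.3 percentage points for CGI promoters. The study genes ranged from −4.57 to 36.3 and the Wnt pathway from −9.17 to 25.8 percentile points. Peak sharing ranged from −0.272 to 0.290, the regions from −978 to 1120 and the net genes from −1687 to 6267. The direction changed in all of these, and the low end came from leaving out Ctrl replicate 2 except for peak sharing (cKO replicate 1) and the regions (Ctrl replicate 1). For the regions, the sign follows the group that lost a library, since a single list counts every region it alone holds, and the net genes share this fault in part.

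For named genes, 27 of the values under alternatives moved by more than the spread between replicates and 143 did not. Of the 143, 30 belong to 3 genes with no promoter peak in any list, which could not move, and 95 to 11 genes without one in Ctrl replicate 2, where a 0 there widens the spread if Ctrl replicate 1 has a peak, so they say little about stability. The deviations of same-numbered libraries correlated at r = 0.0530 across 13196 genes, which gives no sign that the replicate numbers pair samples. Absent peaks in Ctrl replicate 2 weigh on this value. It therefore cannot exclude pairing by litter or batch, which no label gives. With the number as a replicate block, the difference was again 6256.5 peaks and likewise equal to the unblocked one for the other 7 results, and this fit cannot give a p below 0.5.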

Other observations

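The tests on depth, control genotype, signal over background, the regions without Ctrl replicate 2, the mid-ranks, scaled depth, sex and both mitochondrial tests were chosen after the results were seen, whereas those on the study genes, the sensitivity of cKO replicate 2 and the cell markers were written down first. Lists without repeat-masked peaks were added after the data were seen, with the prediction written before the value. The Y-linked genes, Xist and the peaks on chromosomes 9 and 12 were picked after their values had been seen. The rule for reading the cell markers was loosened after its value was seen, from arguing against the explanation to leaving it undecided.

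Ctrl replicate 2 had the fewest peaks of the 4 libraries. Lower depth is argued against, because its recovered 29.6 M fragments were the most of any library, and so is an effect common to the control group, because Ctrl replicate 1 had 46389 peaks, the most of any list. The controls can differ in floxed alleles, which was not tested and stays open. Low signal over background is a candidate explanation. At the 2261 genes with a promoter peak in all 4 lists, the median scaled depth was 6.06 in Ctrl replicate 2, against 63.5 in Ctrl replicate 1, 22.7 in cKO replicate 1 and 52.6 in cKO replicate 2. Its low promoter share came in part from repeat-derived peaks. Without repeat-masked peaks, and with each list cut to 2776 peaks, the share rose from 25.4% to 57.2% (95% Wilson interval 55.3 to 59.0%). It was still below the 75.6%, 80.1% and 87.0% of the other libraries at that list length, so repeats were not the whole cause. The quality of nuclei or of the transposition in this sample, and a difference between animals, were not tested and stay open.

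Most differences between the groups changed sign with this 1 library. For the 10 study genes, the difference without Ctrl replicate 2 was −4.57 percentile points, against 15.9 with all libraries. Matched random lists changed likewise, from a median of 14.5 to −6.42. The study genes stood above 88.9% of them with all libraries, 86.9% without Ctrl replicate 2 and 56.1% without Ctrl replicate 1. The share without Ctrl replicate 1 says little, here and with mid-ranks. No study gene had a peak in Ctrl replicate 2, so that difference rests on the cKO mean alone, on which the lists were partly matched. The sign of the difference followed Ctrl replicate 2 only where genes without a peak were set to 0. With mid-ranks the difference was 2.04 with all libraries, above 90.9% of matched lists, 1.41 without Ctrl replicate 2 (88.5%) and 2.68 without Ctrl replicate 1 (53.3%). For this smaller difference, low signal in that library and an effect of genotype cannot be told apart, because 10 genes and 1 remaining control are too few. The library medians of scaled depth at the 2261 promoters averaged 37.6 ± 21.2 in cKO and 34.8 ± 40.6 in Ctrl (n = 2 each, exact permutation p = 1), and the cKO average lay −25.9 from the median of Ctrl replicate 1 alone. At the 11251 genes with a promoter peak in the other 3 lists, median scaled depth was 31.4 in Ctrl replicate 1, 11.1 in cKO replicate 1 and 26.6 in cKO replicate 2. The scaled depths and the difference of the study genes with absent peaks at 0 are consistent with 1 control library of low signal as the source of the higher cKO means. For the regions held by 1 genotype alone, low signal in that library and an effect of genotype cannot be told apart. The difference without it, −332, decides nothing, because a single remaining list counts every region it alone holds. Whether genotype also contributes cannot be read from 1 remaining control. Averaged tracks of the groups could carry the same dependence if they pooled both controls, but no tracks were analysed here.

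The sexes of the animals may differ between libraries. Of the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y, all 4 had a promoter peak in Ctrl replicate 1, 1 (Eif2s3y) in cKO replicate 1 and 0 in Ctrl replicate 2 and cKO replicate 2. All 4 were thus without a peak in cKO replicate 2, which alone had a peak at Xist (chromosome X, 103481615 to 103482170), the RNA that coats the inactive X. Lower sensitivity of cKO replicate 2 is argued against, because 100% of the 486 autosomal genes whose peak in Ctrl replicate 1 lay between the median and the strongest of the 4 Y-linked genes had a peak there. Over the whole range of the 4 Y-linked genes, down to a −log10 p of 5.095, the share was 90.9% of 7975 genes. Of 12 regions on Y that ranked among the strongest 100 of some list, 8 have a middle sequence not found on X, of which Ctrl replicate 1 held 7, Ctrl replicate 2 held 8, cKO replicate 1 held 8 and cKO replicate 2 held 0. The middle sequence of the 4 others is also on X, and cKO replicate 2 held all 4. A female cKO replicate 2 and 3 male or mixed samples would give this. Sex is then not balanced between the groups, and X or Y regions cannot be read as an effect of genotype.

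The peak on chromosome 6 (9889950 to 9890149) that both cKO lists held and both Ctrl lists lacked was tall, with 346 and 382 fragments at its summit. Reads of mitochondrial DNA are a candidate source, since 100% of the peak aligned to the mitochondrial genome. More mitochondrial reads in cKO are argued against. The peak on chromosome 12 (97061434 to 97061776 in Ctrl replicate 1) that matches an overlapping part of the mitochondrial genome had a scaled depth of 2162 in Ctrl replicate 1, above the 1414 and 1875 of the cKO libraries, and 518 in Ctrl replicate 2. Apart from the peak on chromosome 6, the strongest 100 peaks of all 4 lists matched the mitochondrial genome at the same places on chromosomes 1, 2 and 12. A mitochondrial variant in the maternal line of the cKO animals, which would send reads to the copy on chromosome 6, was not tested and stays open beside a genotype effect.

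Gmnc, which acts in multiciliated cells, had a promoter peak in both cKO lists and neither Ctrl list. More choroid plexus or ciliated cells in the cKO dissections could give this, and 8 other marker genes (Ttr, Otx2, Folr1, Kl, Clic6, Foxj1, Mcidas, Ccno) were examined. Their mean percentile was 28.9 in Ctrl replicate 1, 25.3 in cKO replicate 1 and 31.7 in cKO replicate 2, and 3 of the 8 ranked higher in both cKO libraries than in Ctrl replicate 1, although any peak in cKO replicate 1 ranks at 59.7 or above. The mean difference without Ctrl replicate 2 was −0.446, above 87.7% of matched random lists. With 4 markers lacking a peak in every list, this explanation and a change within hippocampal cells cannot be told apart. How many of the markers the hippocampus also uses was not examined, but 4 had a peak in Ctrl replicate 1.

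The strongest peak of every list lay at the start of chromosome 9 (3000353 to 3004799 in Ctrl replicate 1), where 96.5% of its bases are repeat-masked, with a −log10 p of 8035 in Ctrl replicate 1, 29675 in Ctrl replicate 2, 23667 in cKO replicate 1 and 8773 in cKO replicate 2. Of the strongest 1000 peaks, 3.10% were repeat-masked in Ctrl replicate 1, 79.3% in Ctrl replicate 2, 17.6% in cKO replicate 1 and 3.30% in cKO replicate 2. Whether these peaks lie in blacklist regions, which the authors removed, was not analysed here, and no explanation of these shares was tested.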
